# HuD Regulates mRNA-circRNA-miRNA Networks in the Mouse Striatum Linked to Neuronal Development and Drug Addiction

**DOI:** 10.3390/biology10090939

**Published:** 2021-09-20

**Authors:** Michela Dell’Orco, Amir Elyaderani, Annika Vannan, Shobana Sekar, Gregory Powell, Winnie S. Liang, Janet L. Neisewander, Nora I. Perrone-Bizzozero

**Keywords:** RNA-binding proteins, miRNAs, circRNAs, ceRNAs, HuD, ELAVL4

## Abstract

**Simple Summary:**

Gene expression controls all aspects of life, including that of humans. Genes are expressed by copying the information stored in the DNA into RNA molecules, and this process is regulated in part by multiple RNA-binding proteins (RBPs). One such protein, HuD, plays a critical role in the development of neurons and has been implicated in childhood brain tumors, neurodegenerative disorders (Parkinson’s, Alzheimer’s, and ALS), and drug abuse. In addition, HuD participates in neuronal remodeling mechanisms in the mature brain and promotes regeneration of peripheral nerves. HuD primarily binds to transcribed messenger RNAs, which are then stabilized for translation into proteins. However, recent studies demonstrate that HuD also regulates the expression of non-coding RNAs, such as circular RNAs (circRNAs) and microRNAs (miRNAs). In this study, we examined the role of HuD in the control of non-coding RNA expression in the mouse striatum, a brain region associated both with normal behaviors and pathological conditions such as drug abuse. Our results show that HuD regulates mRNA-circRNA-miRNA networks involved in the expression of genes associated with brain development and remodeling of neuronal connections. These findings suggest the possibility of new mechanisms controlling brain development, neurodegenerative diseases, and substance use disorders.

**Abstract:**

The RNA-binding protein HuD (a.k.a., ELAVL4) is involved in neuronal development and synaptic plasticity mechanisms, including addiction-related processes such as cocaine conditioned-place preference (CPP) and food reward. The most studied function of this protein is mRNA stabilization; however, we have recently shown that HuD also regulates the levels of circular RNAs (circRNAs) in neurons. To examine the role of HuD in the control of coding and non-coding RNA networks associated with substance use, we identified sets of differentially expressed mRNAs, circRNAs and miRNAs in the striatum of HuD knockout (KO) mice. Our findings indicate that significantly downregulated mRNAs are enriched in biological pathways related to cell morphology and behavior. Furthermore, deletion of HuD altered the levels of 15 miRNAs associated with drug seeking. Using these sets of data, we predicted that a large number of upregulated miRNAs form competing endogenous RNA (ceRNA) networks with circRNAs and mRNAs associated with the neuronal development and synaptic plasticity proteins LSAMP and MARK3. Additionally, several downregulated miRNAs form ceRNA networks with mRNAs and circRNAs from MEF2D, PIK3R3, PTRPM and other neuronal proteins. Together, our results indicate that HuD regulates ceRNA networks controlling the levels of mRNAs associated with neuronal differentiation and synaptic physiology.

## 1. Introduction

RNA-binding proteins (RBPs) play multiple roles in the post-transcriptional regulation of gene expression, from mRNA localization and metabolism to translation. These proteins are particularly important in neurons where mRNAs are transported to dendrites and axons for localized translation [1,2,3]. The neuronal RBP HuD is a member of the Hu protein family, which are mammalian homologs of Drosophila ELAV, a protein that is essential for the establishment of the neuron cell lineage [4], and one of the three mammalian ELAV-like proteins expressed in neurons (nELAVs) [5]. HuD is developmentally regulated and known to accelerate axonal outgrowth, neuronal differentiation, and nerve regeneration by regulating a large number of growth-associated genes [6,7,8]. HuD and other Hu proteins are the best-known mRNA stabilizers [9,10]. These proteins bind to AU-rich elements (AREs) in the 3′ UTR of mRNAs, thereby increasing their half-life. Binding to the same element also controls mRNA transport and local translation [11]. Furthermore, Hu proteins are known to compete with microRNAs for the regulation of gene expression [12].

Besides its role in neuronal development, HuD regulates synaptic plasticity mechanisms in mature neurons. This RBP is upregulated in the hippocampus during normal learning and memory [13,14,15], and its levels increase markedly after epileptic seizures [16,17]. Additionally, HuD has been implicated in neurodegenerative disorders (Parkinson’s, Alzheimer’s, and ALS) and substance use disorders [18,19,20,21,22,23]. HuD expression is increased by acute exposure to drugs of abuse such as cocaine [17], or during the establishment of cocaine conditioned place preference (CPP) [23]. Furthermore, mice overexpressing HuD in the nucleus accumbens also show increased expression of addiction related genes (ARG) along with increased levels of cocaine CPP and reinstatement of food-seeking behavior [23,24].

We have recently shown that HuD not only binds to and regulates mRNAs and miRNAs, but also interacts with circRNAs, a novel class of non-coding RNAs generated by back-splicing of pre-mRNAs. Interestingly, many of the circRNAs regulated by HuD are involved in synaptic plasticity and cocaine-seeking behavior, including *circHomer1* [25,26]. These HuD-regulated circRNAs were also found to form competing endogenous RNA (ceRNA) networks associated with neuronal differentiation and synaptic plasticity [26]. Increasing evidence indicates that ceRNAs can crosstalk by competing for common miRNAs, with other RNA molecules containing microRNA response elements (MREs), which are present in circRNAs, mRNAs, and other non-coding RNAs [27,28,29,30].

To better understand how HuD regulates the expression of coding and non-coding RNAs in brain regions associated with substance use disorders, we first searched for differentially expressed mRNAs, circRNAs, and miRNAs in the striatum of HuD KO mice, as this region is associated with addiction to multiple drugs of abuse [31]. We found decreased levels of mRNAs associated with addiction-related genes and behavior. Furthermore, deletion of HuD in striatal neurons altered multiple circRNAs and mRNAs interacting with the same miRNAs. Among these, a large number of dysregulated miRNAs were found to form ceRNA networks associated with mRNAs and circRNAs from genes involved in neuronal differentiation, cellular signaling, neurotransmission, and synaptic plasticity.

## 2. Materials and Methods

### 2.1. Animal Studies

HuD KO (*Elavl4*^−/−^) mice were a gift from Prof. Hideyuki Okano [32]. All experimental procedures were performed in accordance with the National Institutes of Health Guide for Care and Use of Laboratory Animals, and were approved by the University of New Mexico Health Sciences Center Institutional Animal Care and Use Committee (IACUC), protocol number 19-200933-HSC.

### 2.2. RNA Extraction

Total RNA was extracted from the striatum of adult HuD KO mice and wild type control littermates (*n* = 3 from each genotype) using TRIzol (Invitrogen, ThermoFisher, Waltham, MA. USA) and quantified using Qubit (Bio-Rad Laboratories, Hercules, CA, USA). RNA quality was determined using agarose gels, Bioanalyzer (Agilent technologies, Santa Clara, CA, USA) profiles and NanoDrop 1000 (ThermoFisher) absorbances. Aliquots of 2 µg RNA from 3 mice of each genotype were sent to Arraystar, Inc. for analysis of mRNA, circRNA, and miRNA levels as described below.

### 2.3. mRNA Arrays and qPCR Validation

The sample preparation and microarray hybridization were performed based on the Arraystar’s standard protocols (Arraystar Inc, Rockville, MD, USA). Briefly, mRNA was purified from total RNA after removal of rRNA (mRNA-ONLY™ Eukaryotic mRNA Isolation Kit, Epicentre Technologies Corporation, Madison WI, USA). Then, each sample was amplified and transcribed into fluorescent cRNA (Flash RNA Labeling Kit, Arraystar). The labeled cRNAs were hybridized onto Agilent Mouse LncRNA Array v 3.0. 8 × 60 K. Raw signal intensities were normalized using the quantile method by GeneSpring GX v12.1 (Agilent Technologies, Santa Clara, CA, USA), and low intensity mRNAs were filtered. mRNAs whose probes were Present or Marginal in at least 3 out of 6 samples were chosen for further analysis.

For mRNA qRT-PCR validation, aliquots containing 1 μg of total RNA from the striatum HuD KO and WT mice (*n* = 4) were reverse transcribed using the SuperScript II RT (Life Technologies, Carlsbad, CA, USA) following the manufacturer’s protocol. PCR amplifications were carried out with the CFX96 Touch Real-Time PCR Detection System using SYBR Green (Life Technologies) mix. Primer sequences for mouse LSAMP mRNA were obtained from PrimerBank [33]. FW Primer CAGTTGCCGCTGGTCCTAC, RV CTGTCTCACGGTGATGTTGTC (PrimerBank ID 30425330a1). GAPDH gene (FW TGTGATGGGTGTGAACCACGAGAA, RV GAGCCCTTCCACAATGCCAAAGTT) was used as the housekeeping gene to normalize values. Relative expression was determined using the comparative 2−ΔCt method [34].

### 2.4. circRNA Arrays

The sample preparation and microarray hybridization were performed by Arraystar, Inc. Briefly, total RNAs were digested with RNase R (Epicentre) to remove linear RNAs. Then, circRNAs were amplified and transcribed into fluorescent cRNA utilizing a random priming method (Super RNA Labeling Kit; Arraystar) and labeled cRNAs hybridized onto the Arraystar Mouse circRNA Array V2 (8 × 15 K, Arraystar). Raw signal intensities in the arrays were normalized using the quantile method in the R software limma package. circRNAs whose probes were Present or Marginal in at least 3 out of 6 samples were chosen for further analysis.

### 2.5. miRNA Sequencing

Total RNA was pretreated using NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, NEB, Ipswich, MA, USA) and RiboZero Magnetic Gold Kit (Human/Mouse/Rat) (Epicentre) before the RNA was used to prepare miRNA sequencing libraries with NEB Multiplex Small RNA Library Prep Set for Illumina. The DNA fragments in well mixed libraries were denatured with 0.1 M NaOH to generate single-stranded DNA molecules. These were then captured on Illumina flow cells, amplified in situ, and sequenced for 51 cycles on an Illumina NextSeq 500 platform (Illumina, Inc. San Diego, CA, USA). miRDeep2 software was used to quantify known miRNAs and predict novel miRNAs. The CPM values for the miRNAs were calculated and differentially expressed miRNAs were filtered using R package edgeR [35]. TargetScan 7.2 was used for analyses of target prediction.

### 2.6. Ingenuity Pathway Analysis

Molecular functions and cellular pathways of genes hosting mRNAs and miRNAs regulated by HuD were identified using Ingenuity Pathway software (IPA, Winter 2019 Release, Qiagen, Hilden, Germany) [36].

### 2.7. circRNA-miRNA-mRNA Interaction Analysis

Differentially expressed (DE) miRNAs were input into TargetScan release 7.2 (August 2018) [37], which was downloaded from GitHub [38] to identify target mRNAs that are likely regulated by these up- or down-regulated miRNAs. The parameters used for this analysis included: (a) a corresponding mRNA detection branch length 8mer ≥ 0.6, 7mer-m8 ≥ 1.8, and 7mer-1A ≥ 2.5; (b) utilization of preferentially conserved targeting [37,39]; and (c) interrogation of both canonical and non-canonical pairing of mRNA and miRNAs interaction sites, a feature that is not available on the online version of TargetScan. Unlike canonical miRNA-binding sites, which are 5′ biased on the seed sequence, non-canonical sites may be 3′ compensatory or centered; nonetheless they are known to play important roles in mRNA targeting [37,39]. Predicted mRNAs were filtered against the gene expression results from HuD KO experiments (*p* < 0.05, fold change (FC) ≥ 1.25). This analysis yielded a list of up-regulated miRNAs associated with downregulated mRNAs and a list of down-regulated miRNAs associated with up-regulated mRNAs. Separately, to identify potential circRNA targets of the same miRNAs, the lists of up- and down-regulated miRNAs was formatted into FASTA format for processing in circAtlas 2.0 [40]. Parameters for this analysis include a max binding free energy of −20 kcal/mol (using MiRanda [41]) and a circRNA–miRNA interaction score ≥ 150. Predicted circRNAs were filtered against differentially expressed circRNAs (*p* < 0.05, FC ≥ 1.25) identified using Arraystar arrays. Results from TargetScan and circAtlas analyses were integrated to identify all possible circRNA–miRNA–mRNA interactions, particularly those including: (a) upregulated miRNAs, downregulated mRNAs, and downregulated circRNAs, and (b) downregulated miRNAs, upregulated mRNAs, and upregulated circRNAs. These two combinations were selected since miRNAs are known to decrease the expression of their target mRNAs, and the levels of mRNAs and circRNAs derived from the same genes were mostly correlated in our samples (see below). Finally, these interactions were visualized in network plots generated using Cytoscape v3.8.0 (Institute for Systems Biology, Seattle, WA, USA) [42]. The overall pipeline to predict ceRNA networks is summarized in Figure 1, and a detailed description of the flowchart is shown in Figure S1.

## 3. Results

In order to identify transcriptome-wide effects of HuD deletion in the striatum, we investigated the levels of mRNAs, circRNAs, and miRNAs from HuD KO mice using the same RNA samples to probe mRNA and circRNA arrays and perform miRNA sequencing studies. Box plots demonstrate that the quartile distribution of normalized gene expression data from mRNA and circRNA arrays was the same in all KO and WT samples (Figure S2). Volcano plots of the arrays showing decreased expression of multiple RNAs in HuD KO mouse tissues were previously presented [26].

### 3.1. Alterations in mRNA Levels in the Striatum of HuD KO Mice

Analyses of Agilent arrays revealed that 3246 transcripts from 2965 genes were downregulated (Table S1a) and 3660 transcripts from 3274 genes were upregulated (Table S1b) in the striatum of HuD KO mice (FC < 0.75 or >1.25, *p* < 0.05) compared to WT controls. Comparison of the two lists revealed that 117 were in common (Table S1c), suggesting that some mRNA isoforms of those genes are downregulated, while others are upregulated in HuD KO mice. Among the upregulated mRNAs is that for the neuronal nELAV protein HuB (Elavl2). This finding is in agreement with the decreases in HuB mRNA, which is also a target of HuD, in the brains of mice overexpressing HuD [43], suggesting that these proteins are regulated in an opposite manner in neurons.

As HuD is expressed in neurons, we then compared the list of downregulated mRNAs with a set of medium spiny neuron (MSN)-expressed transcripts [44] and found that about 79% are expressed in MSNs (Table S1d). As many of the MSN-expressed mRNAs are also expressed in other cell types in the striatum, we then used the significant enrichment cut off of FDR < 0.1 utilized in Merienne et al., 2019 [44], and found that 15% of downregulated mRNAs are significantly enriched in MSNs while only 4% and 6% are enriched in astrocytes and microglial cells, respectively (Table S1d). These enrichment values are consistent with the known neuronal expression of HuD. Interestingly, the mRNA for the astrocyte-specific protein GFAP that is downregulated in HuD KO was also shown to be enriched in dopamine D2 receptor containing MSNs [44], although the protein is not normally expressed in these cells.

Given the role of Hu proteins in mRNA stability, we then examined whether deletion of HuD directly resulted in downregulation of mRNAs in HuD KO striatum using two strategies. First, we investigated if the downregulated transcripts in the KO were upregulated in HuD overexpressor (HuD OE) [23]. We found 547 mRNAs whose levels had the opposite regulation in HuD KO vs. OE mice (Table S1e), suggesting that, in the absence of HuD, these mRNAs may become destabilized, while they are stabilized by HuD overexpression. Second, we investigated how many of the downregulated transcripts are also direct targets of HuD. As shown in Table S1f, 625 downregulated transcripts are also direct targets of HuD identified by RNA-immunoprecipitation (RIP) [43], with 118 targets bidirectionally regulated in HuD KO and HuD OE tissues (Table 1 and Table S1f). In contrast, a large number of mRNAs were both upregulated in HuD KO and HuD OE, suggesting that these mRNAs are not directly regulated by HuD (Table S1g).

HuD expression is also related to cocaine-seeking behavior [23]. Thus, the set of downregulated transcripts was also compared with 388 addiction-related genes (ARGs) associated with four drugs of abuse (cocaine, alcohol, opioids, and nicotine; Table S1h) from the Knowledgebase of Addiction-related gene (KARG) mouse dataset [45]. These analyses identified in 67 downregulated ARGs in the HuD KO mice and 28 ARGs that were also upregulated in HuD OE mice such as *Bdnf, Camk2a*, *Creb1*, and *Gria2* [23] (Table 1 and Table S1h). Altogether, these results support the HuD-mediated regulation of many differentially expressed striatal mRNAs related to drug abuse.

### 3.2. Altered Biological Pathways Associated with Downregulated mRNAs

To fully understand the biological significance of these alterations, the pathways associated with the list of downregulated mRNAs were analyzed by IPA (Figure 2 and Table S2). The top functions associated with these mRNAs include neuronal morphology, neuritogenesis, and microtubule dynamics. Several biological pathways were significantly enriched in downregulated mRNAs, including neurological diseases, nervous system development and function, and psychological disorders (Figure 2B). Finally, the top two biological networks were centered on two HuD-regulated mRNAs, those for MAPT and CREB1, and contained molecules related to behavior and cell morphology (Figure 2C,D). In contrast to the downregulated mRNAs, upregulated mRNAs were associated with apoptosis of neurons, neuronal proliferation, and synaptic depression (Figure S3).

### 3.3. Dysregulation of circRNA Levels in HuD KO Striatum

Using the same RNA samples to probe circRNA arrays, we found significantly decreased levels of 4364 circRNAs from 3077 genes (FC < 0.75, *p* < 0.05) and increased levels of 4364 circRNAs from 2577 genes (FC > 1.25, *p* < 0.05) in HuD KO striatum (Table S3a and b, respectively). There were also 647 genes generating more than one circRNA, which were either upregulated or downregulated in HuD KO tissues (Table S3c). Moreover, about 60% of the downregulated circRNAs were derived from the same genes that had decreased mRNA levels, and 70% of upregulated circRNAs derived from the same genes as upregulated mRNAs (Table S3d). These results suggest that the majority of the changes in both circRNAs and mRNAs were due to changes at the level of transcription. Finally, comparison of the set of differentially expressed circRNAs with those that are bound to HuD [26] identified 64 downregulated circRNAs and 268 upregulated circRNAs that were targets of HuD [26] (Table S3e). The downregulated set included mmu_circRNA_29724, which derives from the same gene as Lsamp mRNA (see below), and mmu_circRNA_26701, deriving from the same gene as *circHomer1*, which is associated with synaptic plasticity, learning, and cocaine CPP [25,26].

### 3.4. Alterations in the Levels of miRNAs in HuD KO Striatum

The remaining amount of RNA from the samples was used for miRNA sequencing. 

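miRNA levels were compared between striatal small RNA libraries of 3 WT and 3 HuD KO (Elavl4−/−) male mice aged 2 to 4 months. The authors counted reads on known miRNAs with miRDeep2 and reported values headed CPM for each mature miRNA on each of its precursors. Their table gave values for 702 mature miRNAs from 535 precursors. Every value was a whole number of reads (within 0.01) divided by 1 factor per library, so that 1 read was worth 0.755, 0.159 and 0.182 in WT replicates 1, 2 and 3 and 0.104, 0.0969 and 0.119 in HuD KO replicates 1, 2 and 3. If the values are CPM without further normalization, these factors correspond to library sizes of 1325115 to 10325081, the smallest in WT replicate 1. The values summed to 890578 to 1078884 per library, with a mature miRNA counted again for each of its precursors. These sums therefore do not tell whether the factors hold a further normalization, which was not tested. Reads recovered on the listed miRNAs, with miRNAs of the same values counted once, were 847527 to 6593746 per library, the fewest in WT replicate 1. A miRNA with 0 reads could have a value of up to 2.26 in WT replicate 1 and of up to 0.547 in the other libraries, from counting error alone. miRNAs with at least 1 read numbered 633 in WT replicate 1 and 664 to 698 in the others. The WT libraries varied more than the HuD KO libraries, with a mean SD of log2 values of 0.79 in WT (0.54 without WT replicate 1) and 0.27 in HuD KO, and the SD was larger in WT for 630 of the 702 miRNAs. Pearson's r across miRNAs was 0.925 to 0.965 between WT libraries and 0.990 to 0.995 between HuD KO libraries. Between genotypes it was 0.976 to 0.982 for WT replicate 2, 0.929 to 0.940 for WT replicate 3 and 0.887 to 0.909 for WT replicate 1, so that WT replicates 2 and 3 correlated more with each HuD KO library than with WT replicate 1. Genotypes were compared with limma on log2 of the value plus 1, with 1 value per mature miRNA, at the study's thresholds (p under 0.05 without adjustment and FC above 1.75 or below 0.55). Adjusted p values are Benjamini-Hochberg values over the 702 miRNAs unless a list is named.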

The high quality of the data is demonstrated by a Q30 score of over 93% in all the samples (Figure S2F). 

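In HuD KO striatum, 55 mature miRNAs rose and 103 fell past the study's thresholds. In the authors' own values, with 1 entry per mature miRNA and precursor, 133 entries of 53 mature miRNAs rose and 158 entries of 141 fell. miRNAs abundant in red blood cells fell together: all 7 tested members of that list, which stand for 5 distinct sets of values, were lower, and their summed share of each library was 3.22% ± 2.60 (SD, n = 3) in WT (1.77% without WT replicate 1) and 0.481% ± 0.235 (SD, n = 3) in HuD KO. One of them, miR-486a-5p, had a level of 3817 ± 2980 (SD, n = 3) in WT and of 442 ± 162 (SD, n = 3) in HuD KO. The liver miRNA miR-122-5p had a log2 fold change of −3.96 (SE 0.74, adjusted p = 0.0248), and 2 of the 4 tested members of the liver list were lower. Among miRNAs of epithelial cells, which include the miR-200 family, 7 of 9 fell, with miR-200b-3p at a log2 fold change of −2.44 (SE 0.46). All 3 members of the miR-183, miR-96 and miR-182 cluster, which is abundant in sensory cells, were lower, and so were 5 of 6 members of the leukocyte and platelet list, 2 of 3 of the choroid plexus and pigmented epithelium list and 1 of 6 of the muscle list. No member of these 7 lists was higher. Adjusted over the list alone, 7, 2, 6, 3, 5, 2 and 0 members were lower in the red blood cell, liver, epithelial, sensory, leukocyte and platelet, choroid plexus and muscle lists, in that order. Each list shifted down by camera with a preset correlation of 0.01, and none did with an estimated correlation (adjusted p = 0.305 for 6 of them and adjusted p = 0.357 for the muscle list). The leukocyte and platelet share of WT replicates 2 and 3, 0.0951% and 0.0841%, was close to the 0.0914% to 0.105% of the HuD KO libraries, against 0.295% in WT replicate 1. For the choroid plexus list the share of WT replicate 1, 0.141%, lay within the 0.0960% to 0.152% of the HuD KO libraries. In WT replicates 2 and 3 it was 0.295% and 0.522%. Without WT replicate 1, camera with the preset correlation no longer called the leukocyte and platelet (adjusted p = 0.0539), liver (adjusted p = 0.0769) and muscle lists (adjusted p = 0.167). Of these lists 4, 2 and 0 members were then still lower past the thresholds, in that order. At an adjusted p under 0.05, 2 miRNAs rose, miR-496a-3p and miR-3072-3p, and 21 fell. These counts were 0 and 12 when miRNAs with the same values were counted once, 11 and 48 without WT replicate 1, 24 and 63 without WT replicate 2, 0 and 4 without HuD KO replicate 1, and 0 and 0 without WT replicate 3, HuD KO replicate 2 or HuD KO replicate 3. With DESeq2 on the recovered reads they were 34 and 91. They were 0 and 0 when values were rescaled without the blood, liver, epithelial, muscle and choroid plexus lists, whose members then left the test. Of all 702 miRNAs, every HuD KO library lay above every WT library in 104 and below in 139, where chance puts 10% in the 2 states together. With TMM scaling, which moved the median log2 fold change of all miRNAs from −0.10 to 0.03, 76 rose and 92 fell, so that the higher miRNAs were 45.2% of those past the thresholds in place of 34.8%. Without single libraries the higher count was 94 (without WT replicate 2), 24 (without HuD KO replicate 1) and 24 (without HuD KO replicate 2), and the lower count was 68 without HuD KO replicate 2.

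**Figure D1:**
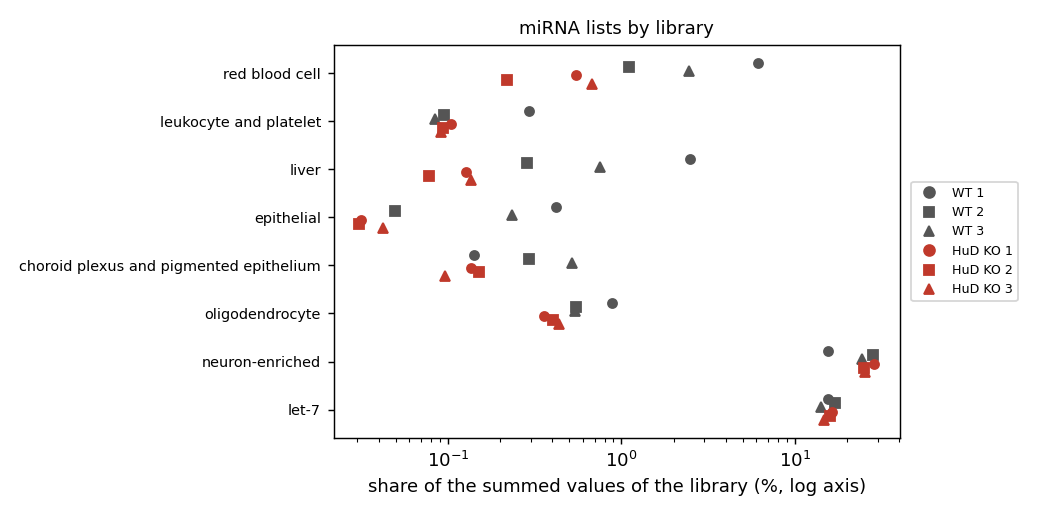
Share of the summed values of each library (%, log axis) held by 8 miRNA lists, 1 point per library, grey for WT and red for HuD KO. The red blood cell share was 1.11% to 6.12% in the WT libraries and 0.219% to 0.674% in the HuD KO libraries, and the let-7 share was 14.1% to 17.0% in WT and 14.7% to 16.4% in HuD KO.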

A total of 161 miRNAs from 73 unique families (FC < 0.55 and *p* < 0.05) were significantly downregulated, while 148 miRNAs from 31 unique families (FC > 1.75 and *p* < 0.05) were significantly upregulated in HuD KO vs. WT mice (Table S4). A volcano plot with the names of the top altered miRNAs in HuD KO striatum is shown in Figure 3. 

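The miRNAs with the strongest evidence of an increase in HuD KO striatum were miR-496a-3p (log2 fold change 1.82, SE 0.41, adjusted p = 0.0486) and miR-3072-3p (2.71, SE 0.62, adjusted p = 0.0486), both from the imprinted Dlk1-Dio3 cluster on chromosome 12, where their precursors overlap the noncoding gene Mirg. miR-496a-3p had a level of 41.0 ± 20.9 (SD, n = 3) in WT and 137 ± 14.3 (SD, n = 3) in HuD KO. miR-3072-3p rested on 1, 31 and 1 reads in the WT libraries. Others with no overlap between genotypes were miR-154-5p (log2 fold change 1.74, SE 0.44), miR-296-5p (1.43, SE 0.39), miR-3068-3p (1.39, SE 0.39) and miR-350-3p (1.70, SE 0.49). The lowest p values among the decreases belonged to miR-204-3p, from a precursor abundant in choroid plexus, with a log2 fold change of −2.92 (SE 0.47, adjusted p = 0.0229), and miR-16-2-3p, with −2.85 (SE 0.47, adjusted p = 0.0229). miR-183-5p and miR-182-5p, of one sensory cell cluster, followed with log2 fold changes of −2.62 (SE 0.43) and −2.05 (SE 0.35). Of the 20 miRNAs labelled in Fig. 3, 5 rose and 13 fell, also adjusted over the list alone, and the labels were chosen by the study on these libraries, so that this count is not independent evidence of direction. The largest decreases among the labels were those of miR-205-5p (log2 fold change −3.87, SE 0.96), miR-3960 (−3.77, SE 1.18) and miR-654-3p (−3.62, SE 0.87). The list shifted down by camera with the preset correlation but not with an estimated one (adjusted p = 0.305). With a pseudocount of 5, the fold change of miR-3960 no longer passed the p threshold.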

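Of 7 miRNAs that the study lists as higher and linked to cocaine seeking, 6 rose in HuD KO striatum, and of 8 listed as lower, 5 fell. The 7 together held 0.284% ± 0.119 (SD, n = 3) of the WT libraries and 0.716% ± 0.0758 (SD, n = 3) of the HuD KO libraries. The 8 held 0.0966% ± 0.0721 (SD, n = 3) of the WT libraries (0.0565% without WT replicate 1) and 0.0210% ± 0.00451 (SD, n = 3) of the HuD KO libraries. Not past the thresholds were miR-9b-5p in the first list and miR-10a-3p, miR-206-3p and miR-133a-3p in the second. Adjusted over the list alone, 6 were higher and 4 were lower, but the study chose both lists on these samples, so that these counts are not independent evidence. By camera the first list shifted up and the second down with the preset correlation, and neither did with an estimated correlation (adjusted p = 0.305 for each). Several members of the second list also mark other cells or regions: miR-223-3p stands in the leukocyte and platelet list, miR-200c-3p in the epithelial list, miR-133a-3p and miR-206-3p in the muscle list, and miR-10a-3p in the list of miRNAs from Hox clusters. Without WT replicate 1, 6 of the first list were higher and 3 of the second were lower.

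**Figure D2:**
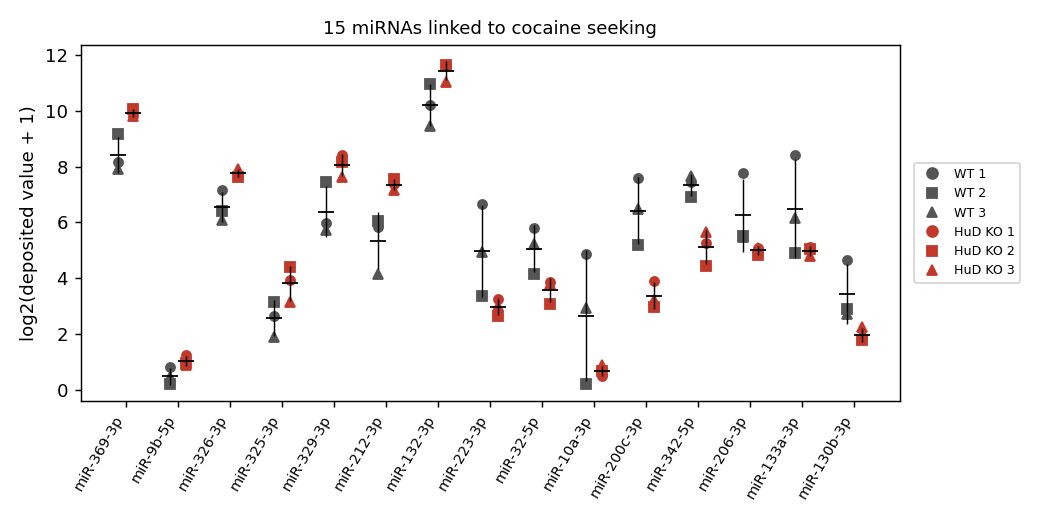
log2 of the value plus 1 for the 15 miRNAs, 1 point per library, grey for WT and red for HuD KO, with the mean and SD of each group as bars. The 7 miRNAs listed as higher stand to the left and the 8 listed as lower to the right.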

The list of miRNAs with significant expression changes includes 15 miRNAs that were previously shown to be differentially expressed and correlated with cocaine-seeking behavior in rats exposed to environmental-enrichment housing after 21 days of forced abstinence (*miR-223-3p, miR-32-5p, miR-10a-3p, miR-200c-3p, miR-342-5p, miR-206-3p, miR-133a-3p, miR-130b-3p, miR-369-3p, miR-9b-5p, miR-326-3p, miR-325-3p, miR-329-3p, miR-212-3p,* and *miR-132-3p)* [46]. The upregulated miRNAs whose expression also significantly changed in rats displaying increased cocaine-seeking behavior include *miR-329-3p*, *miR-212-3p*, and *miR-132-3p* while the levels of downregulated miRNAs *miR-130b-3p* and *miR-133a-3p* were also altered in high vs. low cocaine-seeking rats, respectively. This list includes *miR-212-3p*, which has been previously linked to escalation of cocaine use [47].

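miR-329-3p, from the Dlk1-Dio3 cluster, rose from 95.7 ± 66.9 (SD, n = 3) in WT to 273 ± 70.9 (SD, n = 3) in HuD KO striatum, and miR-132-3p, a miRNA induced by CREB in neurons, rose from 1294 ± 645 (SD, n = 3) to 2822 ± 634 (SD, n = 3). Their log2 fold changes were 1.68 (SE 0.48, adjusted p = 0.0813) and 1.22 (SE 0.38, adjusted p = 0.0985), and neither overlapped between genotypes. miR-130b-3p fell, with levels of 12.1 ± 10.4 (SD, n = 3) in WT and 2.97 ± 0.728 (SD, n = 3) in HuD KO. Its log2 fold change was −1.46 (SE 0.58, adjusted p = 0.153). miR-133a-3p, a muscle miRNA, had a log2 fold change of −1.51 (SE 0.75, adjusted p = 0.243) and did not pass the thresholds, with WT levels of 148 ± 171 (SD, n = 3) that overlapped those of HuD KO. The fold change of miR-130b-3p lost its call without WT replicate 1 (log2 fold change −0.85) and without each HuD KO replicate (−1.60 to −1.36). miR-133a-3p passed with edgeR's quasi-likelihood test and DESeq2 on the recovered reads (log2 fold changes −2.04 and −2.14) and without WT replicate 2 (−2.31), but was −0.55 without WT replicate 1.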

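miR-212-3p was higher in HuD KO striatum in every library: its level was 46.1 ± 25.7 (SD, n = 3) in WT and 164 ± 22.6 (SD, n = 3) in HuD KO. This is a log2 fold change of 2.00 (SE 0.50, adjusted p = 0.0594 from limma). A 2-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1, the value reached here. Its precursor lies on chromosome 11 of GRCm38 from 75173388 to 75173478 on the forward strand, in an intron of the noncoding transcript 1700016P03Rik. The mir-132 precursor lies 3′ of it in the same intron, from 75173682 to 75173747.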

Additionally, the levels of upregulated miRNAs *miR-369-3p, miR-9b-5p, miR-326-3p*, and *miR-325-3p,* and the downregulated miRNAs *miR-223-3p, miR-32-5p, miR-10a-3p, miR-200c-3p, miR-342-5p*, and *miR-206-3p* have been significantly correlated with levels of cocaine seeking after 21 days of forced abstinence [46].

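Of the 4 higher miRNAs, miR-369-3p, miR-326-3p and miR-325-3p rose in HuD KO striatum, and of the 6 lower ones miR-200c-3p, miR-342-5p, miR-32-5p and miR-223-3p fell. miR-369-3p, from the Dlk1-Dio3 cluster, had a level of 366 ± 176 (SD, n = 3) in WT and 962 ± 99.2 (SD, n = 3) in HuD KO, a log2 fold change of 1.49 (SE 0.35, adjusted p = 0.0530 from limma). miR-326-3p, from an intron of Arrb1, had a log2 fold change of 1.22 (SE 0.36, adjusted p = 0.0920), and miR-325-3p had 1.25 (SE 0.53, adjusted p = 0.171) with libraries that overlapped. The epithelial miRNA miR-200c-3p had a log2 fold change of −3.04 (SE 0.60, adjusted p = 0.0322), and miR-342-5p, from an intron of Evl, had −2.22 (SE 0.42, adjusted p = 0.0248). miR-32-5p and miR-223-3p, a miRNA of myeloid cells, fell by 1.48 (SE 0.52) and fell by 2.00 (SE 0.74) on the log2 scale. miR-9b-5p stood at 1, 1 and 2 reads in the WT libraries and 13, 10 and 7 in the HuD KO libraries, with a log2 fold change of 0.54 (SE 0.42, adjusted p = 0.456) on the precursor with the highest mean, mir-9b-3. On the mir-9b-1 precursor, a choice made after its values were seen, it was 0.93 and passed the thresholds. miR-10a-3p, with 1 read in WT replicate 2, had −1.98 (SE 0.96, adjusted p = 0.235) and miR-206-3p had −1.26 (SE 0.60, adjusted p = 0.219). These 2 passed with edgeR's quasi-likelihood test (log2 fold changes −3.91 and −1.49), with DESeq2 (−4.10 and −1.58) and without WT replicate 2 (−3.21 and −1.63), and miR-206-3p also without WT replicate 3 (−1.65). Both decreases rested mainly on WT replicate 1, without which they were −0.89 and −0.50. The calls of miR-325-3p (without WT replicate 3 0.91, without HuD KO replicate 1 1.19, without HuD KO replicate 2 0.96), miR-32-5p (without HuD KO replicate 2 −1.23) and miR-223-3p (without WT replicate 1 −1.17, WT replicate 3 −2.02, HuD KO replicate 2 −1.84 or HuD KO replicate 3 −2.02) were lost without single replicates.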

To further understand the biological significance of DE miRNAs, their targets were examined using TargetScan context++ function of the online version of TargetScan to predict the most likely mRNA targets of these miRNAs (Table S5) and the biological pathways and networks associated with these putative targets were analyzed using IPA. Comparison of the predicted targets of upregulated miRNAs (Table S5a) with the list of significantly downregulated mRNAs in HuD KO striatum identified 364 mRNAs in common, 127 of which were also HuD targets (Table S5b). Among the 364 transcripts, there are multiple transcriptional and epigenetic regulators such as Immediate Early Genes *Jun* and *Egr3*, *Mecp2*, *Hdac* 1 and 9, and *Smarc2* (Figure 4A and Table S5c). This list also includes the ARGs and HuD targets *Bdnf* and its associated proteins (Figure 4B) and *Gria2*. In contrast, the list of predicted targets of the downregulated miRNAs (Table S5d) includes 418 upregulated mRNAs, 179 of which are predicted HuD targets including HuB mRNA (Table S5e). The two top biological networks of these targets are centered on two proteins associated with neurodegeneration, the amyloid precursor protein APP that is associated with Alzheimer’ disease and Huntingtin (HTT), a genetic mutation associated with Huntington’s disease (Figure S4 and Table S5f).

### 3.5. ceRNA Networks of miRNAs–mRNAs–circRNAs in HuD KO Striatum

We then used our new analysis pipeline (Figure 1) to uncover networks of interacting ceRNAs from the same DE mRNAs, circRNAs, and miRNAs. Multiple miRNAs can bind to the same mRNA, and the same miRNAs can bind circRNAs, enabling the competition of mRNAs and circRNAs for regulation by the same set of miRNAs. As the vast majority of changes in mRNAs and circRNAs from the same genes were congruent (Table S3d), we examined the potential competition of these two types of RNAs for binding to the same miRNAs. Figure 5 shows the predicted interactions of upregulated miRNAs with both downregulated mRNAs and circRNAs in HuD KO striatum. This network included *Lsamp,* which was significantly downregulated in the Kos and is predicted to interact with 30 upregulated miRNAs (Table S6). 

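Table S6 holds 30 names, of which the list used here held 29, all tested. Of these 29 miRNAs, 26 rose in HuD KO striatum, and all 29 had a positive log2 fold change. Together they held 0.852% ± 0.311 (SD, n = 3) of the WT libraries and 2.01% ± 0.157 (SD, n = 3) of the HuD KO libraries. The list runs from miR-3072-3p, the member with the largest log2 fold change, to miR-466h-5p, the smallest at 0.89 (SE 0.44, adjusted p = 0.246), which stood at 0, 1 and 0 reads in the WT libraries. Arms of miR-129, a neuronal miRNA, were among the most abundant members: miR-129-2-3p had a log2 fold change of 1.83 (SE 0.56, adjusted p = 0.0982) and miR-129-1-3p of 1.37 (SE 0.47, adjusted p = 0.122). miR-434-3p, from the Dlk1-Dio3 cluster, was the most abundant, with a level of 5306 ± 985 (SD, n = 3) in HuD KO and a log2 fold change of 1.03 (SE 0.33). Members of the miR-297 and miR-466 families share reads, and the 29 names stood for 24 distinct sets of values, 21 among the 26. miR-1930-5p and miR-3069-3p, like miR-466h-5p, did not pass the thresholds. Adjusted over the list alone, 26 were higher, but the study chose the list on these samples. The list shifted up by camera with the preset correlation but not with an estimated one (adjusted p = 0.305). Without WT replicate 1 the log2 fold change of miR-434-3p was 0.77, which is below the threshold, and without WT replicate 3 the log2 fold change of miR-129-1-3p was 0.78. As Lsamp is not a direct target of HuD, the paper proposes that its mRNA may be lower because miRNAs not sequestered by the reduced circLsamp bind it, and does not exclude other causes.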

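miR-212-3p and miR-132-3p were the only 2 miRNAs of the table with the seed AACAGU, and both rose in HuD KO striatum. The other arms of their precursors did not pass the thresholds. miR-212-5p had a level of 539 ± 215 (SD, n = 3) in WT and 688 ± 94.7 (SD, n = 3) in HuD KO, a log2 fold change of 0.41 (SE 0.33, adjusted p = 0.459), and miR-132-5p had −0.10 (SE 0.27, adjusted p = 0.819), a value whose sign turned with TMM scaling (0.03). Of the 4 members of this CREB-regulated cluster, 2 were higher and 0 were lower, also adjusted over the list alone. By camera the cluster shifted up with the preset correlation but not with an estimated one (adjusted p = 0.305), nor with the preset one without WT replicate 1 (adjusted p = 0.0692).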

The same miRNAs are predicted to interact with *circLsamp.* In contrast, *Mark3* mRNA and *circMark3* are predicted to interact with one miRNA, *miR-212-3p* (Figure 5). 

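Of the 9 miRNAs of Table S7, 8 fell in HuD KO striatum and all 9 had a negative log2 fold change. Together they held 0.679% ± 0.168 (SD, n = 3) of the WT libraries and 0.369% ± 0.0678 (SD, n = 3) of the HuD KO libraries. miR-370-3p, the most abundant, had a level of 3138 ± 864 (SD, n = 3) in WT and 1603 ± 269 (SD, n = 3) in HuD KO. Its log2 fold change was −0.94 (SE 0.28, adjusted p = 0.0920 from limma). miR-485-3p and miR-760-3p had log2 fold changes of −0.87 (SE 0.29) and −0.87 (SE 0.29), next to the threshold of 0.55-fold. The other called members were miR-664-5p (−1.11, SE 0.45), miR-672-5p (which fell by 1.00, SE 0.37), miR-1291 (−1.27, SE 0.43) and miR-466i-5p (−1.72, SE 0.56), besides miR-654-3p. miR-9769-3p had −1.21 (SE 0.86, adjusted p = 0.417), on 17, 3 and 0 reads in WT and 2, 1 and 2 reads in HuD KO, and did not pass. Adjusted over the list alone, 8 were lower, but the study chose the list on these samples. The list shifted down by camera with the preset correlation but not with an estimated one (adjusted p = 0.305). With edgeR's quasi-likelihood test miR-370-3p (−0.80), miR-485-3p (−0.73) and miR-760-3p (−0.72) no longer passed and miR-9769-3p (−4.02) did, although the decrease of miR-9769-3p vanished without WT replicate 1 (−0.044). These first 3 also lost their calls with TMM scaling and DESeq2, miR-485-3p and miR-760-3p also with edgeR's exact test and when rescaled without the blood, liver, epithelial, muscle and choroid plexus lists, miR-370-3p and miR-485-3p also with arrayWeights, and miR-664-5p with the exact test. With a pseudocount of 5 the calls of miR-466i-5p (−0.70), miR-1291 (−0.65) and miR-760-3p (−0.86) were lost, and when thinned those of miR-1291 (−0.70), miR-664-5p (−1.01), miR-485-3p (−0.86) and miR-760-3p (−0.83). Without single replicates the calls of miR-370-3p (−0.84 to −0.74), miR-485-3p (−0.75 to −0.69), miR-664-5p (−1.09 to −0.83), miR-672-5p (−1.06 to −0.76), miR-760-3p (−0.91 to −0.77) and miR-1291 (−1.31 to −1.25) were lost, where the values are those without the replicates that ended the call.

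**Figure D3:**
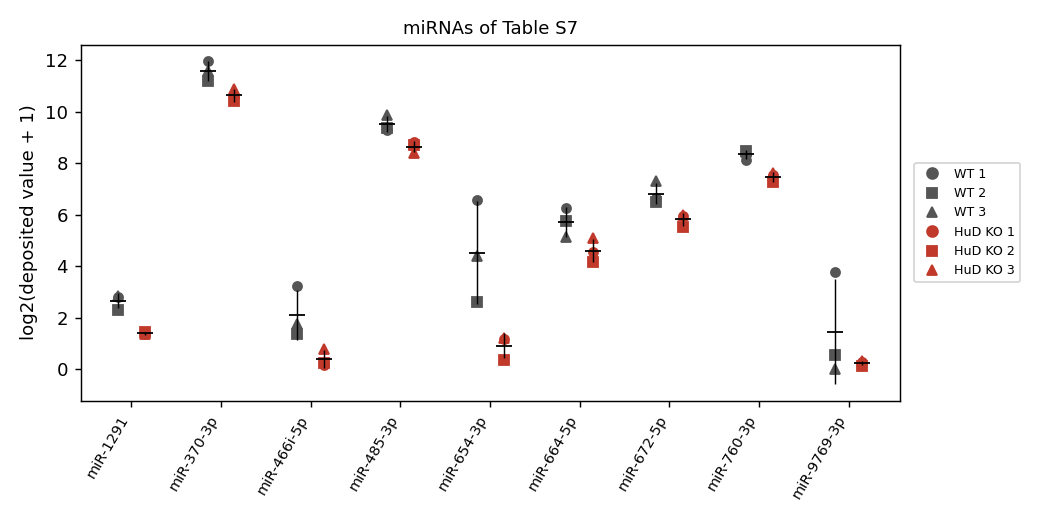
log2 of the value plus 1 for the 9 miRNAs of Table S7, 1 point per library, grey for WT and red for HuD KO, with the mean and SD of each group as bars. miR-370-3p and miR-485-3p show no overlap between genotypes, and miR-9769-3p does.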

Finally, we found that nine downregulated miRNAs and a set of upregulated mRNAs and circRNAs formed other ceRNA networks involving *Hif1a, Mef2d, Pik3r3*, and other genes (Figure 6 and Table S7).

## 4. Discussion

HuD and other neuronal Hu/Elav-like (nELAVs) proteins are known to play a major role in the post-transcriptional control of gene expression in neurons. Although the vast majority of studies have focused on the direct roles of these proteins in mRNA stability [9,10], they are also known to regulate mRNA transport and translation [11]. Recent studies indicate that these proteins can also indirectly regulate mRNA levels by controlling the expression of non-coding RNAs such as circRNAs and miRNAs [26,48,49]. In this study, we demonstrated that deletion of HuD alters the levels and predicted interactions among mRNAs, circRNAs, and miRNAs in the mouse striatum, a brain region associated with locomotion, habitual learning, and substance use disorders [31].

In agreement with HuD’s role in mRNA stability, we found that a large set of downregulated mRNAs are both direct targets of HuD and upregulated in HuD OE mice, including many addiction-related transcripts [24,45]. The opposite regulation of HuD target mRNAs in KO and OE mice is consistent with the function of this RBP. However, there were multiple targets of HuD that were upregulated in the HuD KO, including the mRNA for HuB, another member of the nELAV protein family. We have previously shown that this mRNA is a target of HuD that is downregulated in HuD OE mice and upregulated in HuD KO mice [43]. One possibility for this finding is that HuB protein could be compensating for the deletion of HuD, although this was not previously observed in the same HuD/Elavl4 KO mice [32]. Another possibility is that some of the upregulated mRNAs, including HuB, could be targeted by miRNAs that are downregulated in HuD KO, as shown in Table S4, either by themselves or as part of ceRNA networks such as the one containing the HIF1α mRNA (Figure 6).

The biological pathways and functions associated with the set of downregulated mRNAs in HuD KO striatum include neuritogenesis, axonal growth, microtubule dynamics and nervous system development and function. Furthermore, the top two molecular networks from this list were centered on MAPT and the addiction-associated protein CREB1 [50], and related to neuronal morphology and behavior, which is consistent with HuD’s function in neuronal differentiation, synaptic plasticity, and cocaine seeking. Furthermore, we have previously shown that the *Creb1* mRNA is significantly upregulated in rats after a prolonged forced abstinence from cocaine-self administration, also known as the incubation period during which motivation for the drug heightens [51,52].

Among the downregulated miRNAs in HuD KO striatum, we found several miRNAs that were previously identified in the context of drug abuse, including eight miRNAs (*miR-223-3p, miR-32-5p, miR-10a-3p, miR-200c-3p, miR-342-5p, miR-206-3p, miR-133a-3p,* and *miR-130b-3p*) associated with the response to cocaine-cues after 21 days of forced abstinence [46]. In contrast, seven miRNAs associated with cocaine seeking after forced abstinence [46] (*miR-369-3p, miR-9b-5p, miR-326-3p, miR-325-3p, miR-329-3p, miR-212-3p,* and *miR-132-3p*), were significantly upregulated in HuD KO striatum. This list includes *miR-212-3p*, whose levels increase during extended access to cocaine via a mechanism involving CREB and MeCP2/BDNF signaling [47,53].

Since the discovery that mRNAs and long non-coding RNAs containing the same MREs in their sequences can compete for binding to miRNAs to form ceRNA networks [28], several studies have shown their significance in normal and pathological conditions of the nervous system [54,55,56]. These ceRNA networks add another level of complexity in the post-transcriptional control of gene expression across the entire transcriptome. Furthermore, we have recently shown that HuD plays a role in the control of both circRNA and mRNA levels, and regulates ceRNA networks during brain development and synaptic plasticity [26].

Within the set of upregulated miRNAs predicted to downregulate mRNAs and circRNAs via ceRNA interactions, we found multiple predicted interactions of 30 miRNAs with the mRNA and circRNA associated with the *Lsamp* gene. LSAMP is a plasticity-induced limbic system associated membrane protein that is required for the behavioral adaptation of mice to stressful environments [57,58]. Given that *Lsamp* is not a direct target of HuD, our findings support the notion that downregulation of this mRNA in HuD KO striatum may be caused by the direct binding of the 30 miRNAs, which are not sequestered by the decreased levels of *circLsamp.* Another predicted ceRNA interaction was associated with the *Mark3* mRNA and circRNA. Similar to the case of the *Lsamp* containing ceRNA network, the downregulation of Mark3 mRNA may be associated with the increases in the levels of *miR-212-3p*, which binds to this mRNA. However, given the complex regulatory landscape in the cells, we cannot exclude other possibilities. MARK3 is a member of the Microtubule Affinity Regulating Kinase family which is known to phosphorylate microtubule-associated proteins MAP2, MAP4, and MAPT/TAU, causing microtubule disruption in cells [59,60]. Interestingly, *Mapt* mRNA is also a target of HuD, and its levels are decreased in the striatum of HuD KO mice. MAPT is also an addiction-related protein associated with increased vulnerability to psychostimulant seeking [61] and was at the center of one of the biological networks we identified with downregulated mRNAs (Figure 2A).

Analyses of ceRNA networks associated with downregulated miRNAs identified other genes whose mRNAs and circRNAs were upregulated in HuD KO tissues. This set includes the mRNA encoding the transcription factor MEF2D, which is critical for short-term plasticity and neuronal survival [62,63]. Other transcripts in this set include those encoding the PI3K regulatory subunit gamma (PIK3R3) and protein tyrosine phosphatase PTPRM. Both PIK3R3 and PTPRM are signaling molecules that regulate a variety of cellular processes including cell growth and differentiation. PIK3/AKT signaling is critical for normal brain development [64] while PTPRM is important for cell adhesion and neurite outgrowth [65,66]. The potential role of these proteins in the synaptic changes underlying cocaine seeking remains to be investigated.

## 5. Conclusions

Overall, we found that the neuronal RNA-binding protein HuD regulates the expression of coding and non-coding RNAs in the striatum, resulting in changes in ceRNA networks associated with neuronal differentiation and synaptic remodeling. Given that HuD regulates the expression of addiction-related genes, and is associated with increased cocaine CPP, our findings suggest that the RNAs, biological pathways, and networks identified here could contribute to changes in structural and functional plasticity associated with drug-seeking behavior.

## Figures and Tables

**Figure 1:**
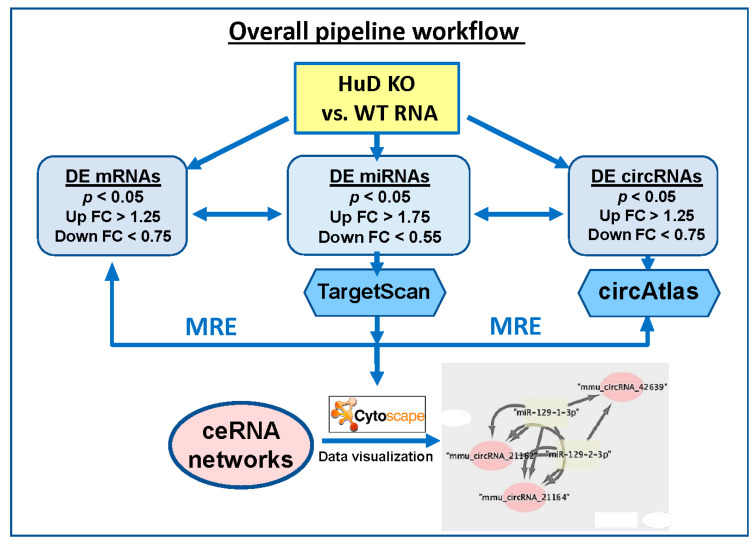
Diagram showing the flowchart of the analysis pipeline used to identify ceRNA networks of differentially expressed (DE) mRNAs, circRNAs, and miRNAs in HuD KO mouse striatum (STR). The list of mRNAs significantly downregulated in HuD KO mice was compared with those of upregulated miRNAs and downregulated circRNAs. A second analysis compared the set of upregulated mRNAs with those of downregulated miRNAs and upregulated circRNAs. See Methods and Figure S1 for more details on the analyses and network visualization using Cytoscape. MRE: miRNA recognition element.

**Figure 2:**
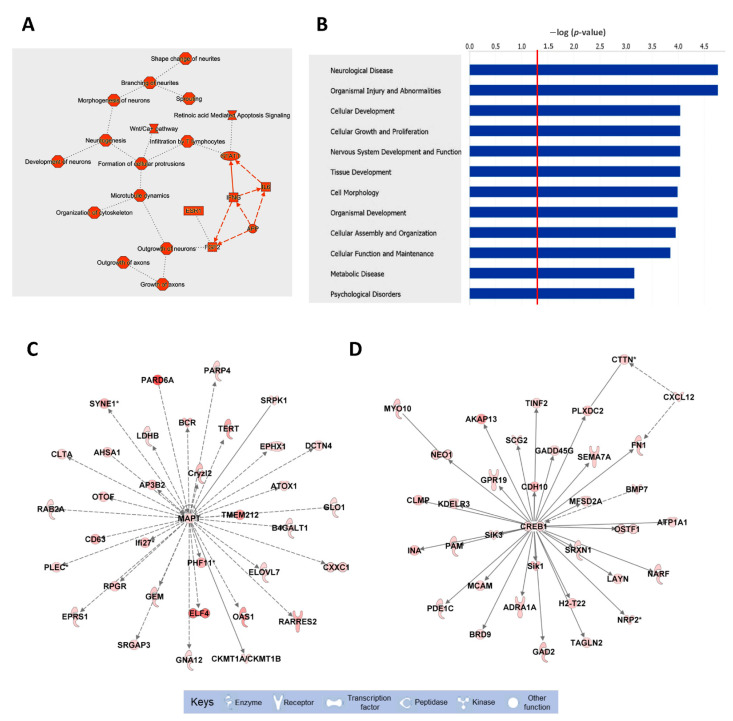
Biological pathways, diseases, and functions, and top molecular networks enriched in downregulated mRNAs in HuD KO striatum. The list of mRNAs significantly downregulated in HuD KO mice (Table S1) was imported to IPA for pathway analyses. (**A**) Top cellular pathways and (**B**) diseases and functions associated with downregulated mRNAs; the red line in (**B**) denotes a threshold of *p* = 0.05. (**C**,**D**) Top biological networks affected in HuD KO mice: (**C**) Molecules related to behavior and (**D**) cell morphology. Keys of the biological functions corresponding to the protein symbols in the networks are shown at the bottom of the figure. Note that these pathways are centered in two validated HuD targets, the MAPT and CREB1 mRNAs. The shades of red inside the protein symbols indicate the extent of downregulation of the corresponding mRNAs in HuD KO striatum, from a 5.6-fold downregulation of the PARD6A mRNA and a 4.9-fold downregulation of ELF4 mRNA, to a 1.3-fold downregulation of MAPT and CREB1 mRNAs. Solid lines denote direct interactions between proteins while indirect interactions are shown in dashed lines.

**Figure 3:**
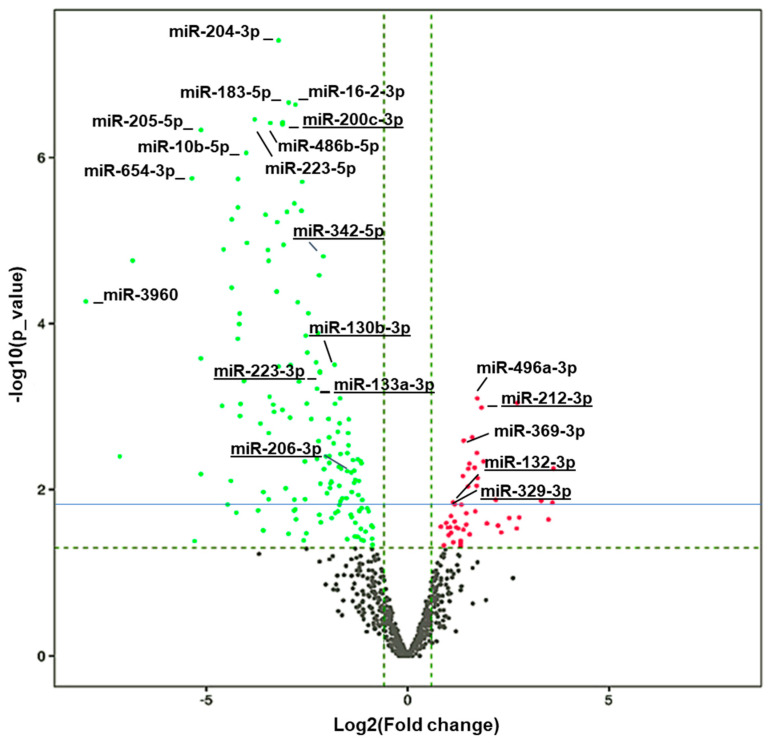
Volcano plot showing differential expressed (DE) miRNAs. Vertical dashed green lines represent the log2(FC) cut off of 2-fold, while the horizontal line green refers to the *p* value cut off of *p* = 0.05 expressed as –log(*p* value), and the solid blue line corresponds to an FDR = 0.1. Differentially downregulated miRNAs are shown in green and differential upregulated ones are shown in red. The names of some of the top upregulated and downregulated miRNAs are provided as reference. Underlined miRNAs have been previously associated with cocaine-seeking behavior [46].

**Figure 4:**
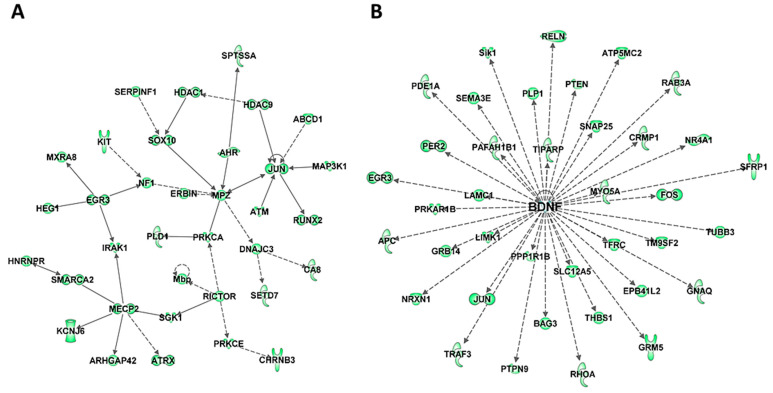
Biological networks of predicted mRNA targets of upregulated miRNAs in HuD KO striatum. The predicted target mRNAs of upregulated miRNAs (Tables S4 and S5) were analyzed by IPA. (**A**) One of the top biological networks with target mRNAs is associated with cell death and survival, neurological disease, and organismal injury and abnormalities (Table S5). (**B**) Another top biological network of predicted miRNA targets is related to BDNF. Keys of the biological functions corresponding to the protein symbols in the networks are shown at the bottom of Figure 2 and in Figure S3E.

**Figure 5:**
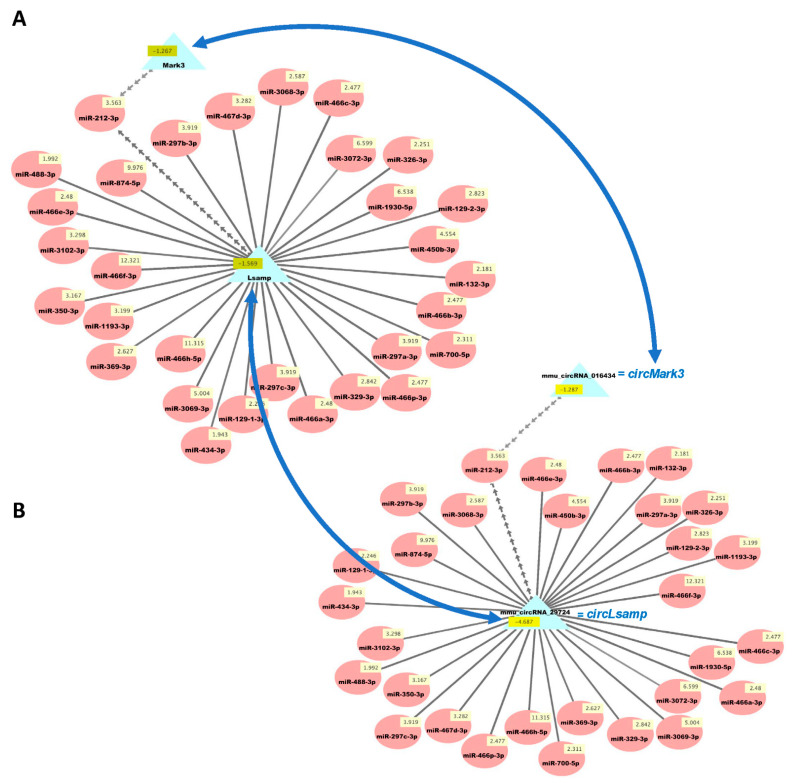
Cytoscape visualizations of predicted ceRNA interactions between significantly upregulated miRNAs in HuD KO striatum and significantly downregulated mRNAs (**A**) and circRNAs (**B**) derived from the same genes. Panels show that the mRNA and circRNA for *Lsamp* are predicted to interact with a set of 30 upregulated miRNAs, and those for *Mark3* are predicted to interact with *miR-212-3p*, as they have the same MRE sequences (Table S6). Numbers in yellow boxes represent the average levels of the miRNAs, mRNAs, and circRNAs in HuD KO mice. Multiple gray arrows indicate multiple predicted interactions and a single gray line, a single interaction. Blue arrows depict the potential competition of mRNAs and circRNAs for binding to the same miRNAs. See Methods and Figure S1 for further information.

**Figure 6:**
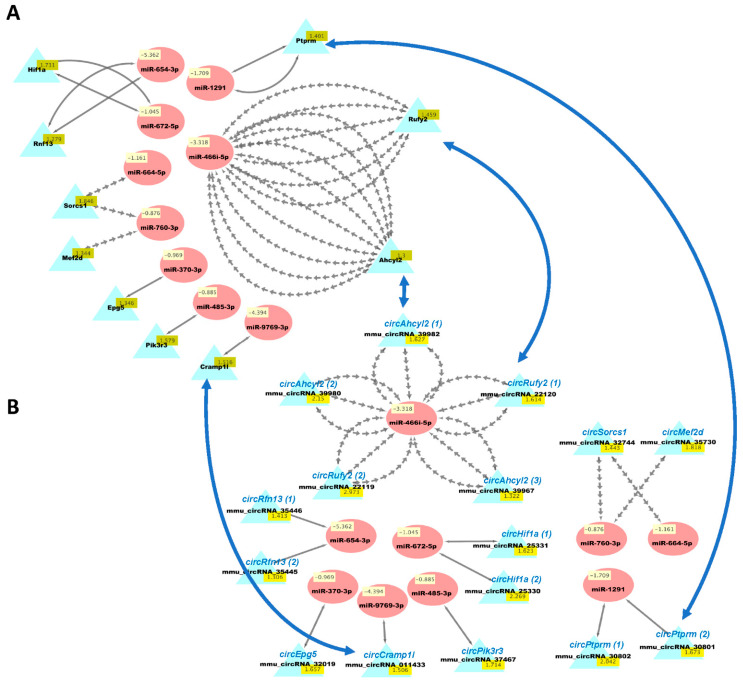
Cytoscape visualizations of predicted ceRNA interactions between significantly downregulated miRNAs in HuD KO striatum and significantly upregulated mRNAs (**A**) and circRNAs (**B**) derived from the same genes. Panels show that the mRNAs and circRNAs from same set of genes contain MRE sequences that are predicted to interact with a set of nine downregulated miRNAs (see Table S7). The names of the circRNAs are based on the genes they are derived from and are shown for comparison with the mRNAs; the numbers after the names indicate different circRNAs derived from the same gene. Multiple gray arrows indicate multiple predicted interactions and a single gray line, a single interaction. Blue arrows show examples of the potential competition of mRNAs and circRNAs for binding to and being regulated by the same miRNAs.

**Table 1:** List of genes with downregulated mRNAs in HuD KO striatum that are HuD targets and ARGs.

Downregulated mRNAs that are upregulated in HuD OE mice and HuD targets ^1^ (118)	*Aebp2, Ahnak, Akap8, Akap9, Anxa2, Ap3b2, Aqp9, Arf6, Arhgef10, Arhgef10l, Asph, Auts2, Axin1, Bach1, Baz1b, Bcl9, Bdnf, Bicc1, Bicd1, Brdt, Btrc, Cab39l, Cables1, Camk2a, Cfdp1, Cnn3, Col25a1, Copa, Creb1, Csnk1g1, Cyhr1, D10Wsu102e, Ddx54, Denr, Dst, Ebna1bp2, Eif2s2, Eif4g1, Eif4g3, Elavl4, Elovl5, Elovl7, Eps15, Etfdh, Ewsr1, Fndc3a, Fus, Gak, Galnt7, Gba2, Gli3, Gpm6a, Gria2, Gsk3b, Hdac9, Hells, Hmgn1, Hook2, Igf1, Impad1, Iqgap1, Iqsec2, Irf2, Kcnn2, Kif5b, Lmnb1, Lrrc19, Luc7l2, Mapk8ip3, Mcm3, Mgrn1, Mitf, Mpdz, Mpp6, Mta3, Myo1d, Nasp, Nfia, Ophn1, Paip1, Pik3r1, Plcl1, Ppp1r2, Ppwd1, Prrx1, Rab8b, Rapgef3, Rapgef5, Rbm8a, Rbms3, Rbx1, Rdh12, Rere, Rhoc, Rps6ka3, Rrm1, Scn1a, Sdha, Skil, Slc25a30, Slc8a1, Ss18, Steap1, Tardbp, Tcf4, Tfdp2, Tmpo, Tnfaip2, Tom1l2, Top1, Tpm1, Yap1, Ybx1, Zbtb7a, Zkscan1, and Zmat2*
Downregulated mRNAs that are also ARGs ^2^ (67)	*Abat, Aldoc, Apod, Apoe, Atxn1, Bcl2l1, Bdnf, Btg3, Camk2a, Capzb, Cldn5, Cnp, Col1a2, Creb1, Cxcl12, Eno1, Enpp2, Erbb3, Fabp7, Fn1, Gadd45g, Gars, Gclc, Gfap, Gpm6b, Gria2, Homer2, Hspa1a, Hspa1b, Igfbp2, Jun, Kcnma1, Lamp1, Maob, Mapt, Mbp, Mobp, Mog, Mpdz, Nefl, Nfia, Nptxr, Nr4a3, Nsmaf, Ntrk2, Osbpl1a, Pam, Parp4, Pdia3, Pglyrp1, Ppp1r2, Ppp2r5c, Pura, Rad23b, Rpl23a, Scg2, Schip1, Sfpq, Slc3a2, Smpd2, Sod2, Tmed10, Tnfrsf9, Tra2a, Tubb2b, Ube2m, and Vdac1*
Downregulated mRNAs that are both HuD targets and ARGs ^3^ (32)	*Abat, Aldco, Apoe, Atxn1, Bdnf, Camk2a, Col1a2, Creb1, Gria2, Cxcl12, Enpp2, Fn1, Gars, Gclc, Gfap, Gria2, Homer2, Kcnma1, Lamp1, Mpdz, Nfia, Pam, Pdia3, Ppp1r2, Pura, Rpl23a, Slc3a2, Sod2, Tra2a, Tubb2b, Ube2m, and Vdac1*

^1^ The list of HuD target mRNAs that are both significantly downregulated in the striatum of HuD KO and upregulated in HuD OE mice [23]. ^2^ The list of addiction-related genes (ARGs) that are significantly downregulated in HuD KO mice and are associated with drug abuse [45]. ^3^ The same list was compared with the list of HuD target mRNAs [43]. A total of 32 genes in common were identified. The underlined genes belong to a set of behavior-associated genes [23]. The numbers in parentheses indicate the number of genes in each list.

## Data Availability

The datasets presented in this study can be found at the Gene Expression Omnibus (GEO) database, available at the National Center for Biotechnology Information (NCBI), National Institutes of Health, USA . The accession numbers for the mRNA and circRNA microarray data are GSE153406 and GSE153387, respectively, and the accession number for the miRNA-sequencing data is GSE179652.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biology10090939/s1, Figure S1: Detailed workflow for ceRNA analyses pipeline. Figure S2: QC analyses of RNA samples, box plots of the mRNA and circRNA array normalized data and miRNA-seq Q30 scores. Figure S3. Biological pathways, diseases, and functions, and top molecular networks associated with upregulated mRNAs in HuD KO striatum. Figure S4. Validation of the levels of Lsamp mRNA in the arrays using qRT-PCR. Figure S5: Biological networks of predicted mRNA targets of downregulated miRNAs in HuD KO striatum. Table S1: Differentially expressed mRNAs in HuD KO striatum. Table S2: Biological pathways, diseases, and function associated with downregulated mRNAs. Table S3: Differentially expressed circRNAs in HuD KO striatum. Table S4: Differentially expressed miRNAs in HuD KO striatum. Table S5: Predicted targets of upregulated and downregulated miRNAs in HuD KO. Table S6: UP_miRNA_&_DOWN_mRNA_&_DOWN_circRNA list for ceRNA network analysis. Table S7: DOWN_miRNA_&_UP_mRNA_&_UP_circRNA list for ceRNA network analysis.

How the deposited data were processed for this re-analysis (not part of the article)

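Small RNA libraries of the striatum of 3 WT and 3 HuD KO mice were used. The mRNA and circRNA arrays of the same RNA samples were not analysed here. The paper states that miRDeep2 quantified known miRNAs and that edgeR selected those that changed. Notes with the deposited values also name FastQC and cutadapt. The versions of these tools, the edgeR test and its normalization, any filter on low counts and the genome build are not given in the sources used here. The coordinates of 453 of 453 precursors matched by gene name were identical in start, end and strand to GENCODE M21, so that positions are given on GRCm38.

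The table gives, per mature miRNA and precursor, values headed CPM for each library and the authors' fold changes and p values. As deposited, the library values are reads on a signal scale, made by the authors by dividing counts by 1 factor per library, and the authors' comparison columns hold log2 fold changes and log2 group means computed by the authors. The table holds 923 entries, and 35 lines without values were not used here. Division by the smallest value of each library gave whole numbers (within 0.01) for all values, so the values are read counts over 1 factor per library, and reads could be recovered. The test was chosen for CPM values and was kept: limma 3.58.1 in R 4.3.3, with a trend in the prior variance, on log2 of the value plus 1. Because the unit is recovered reads on a scale, edgeR 4.0.16 (quasi-likelihood with TMM, and the exact test) and DESeq2 1.42.0 were run on the reads as alternatives. For a mature miRNA with several precursors, the precursor with the highest mean over all 6 libraries was used. A filter at a mean of 0.5 removed 0 of the 702 miRNAs. The calls used p under 0.05 without adjustment with a fold change above 1.75 or below 0.55, as in the paper, and counts at an adjusted p under 0.05 stand beside them. The 3 replicates of a genotype are separate mice, and the libraries were checked for duplicates by a chi-square comparison of counts within each genotype, in which no pair looked alike.

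Named miRNAs were chosen by a rule fixed before the data were examined, but after the paper's Table S4 had been read: those the paper names in its miRNA and ceRNA sections, Fig. 3 and Table S7, the highest and lowest members of Table S6, the 10 with the smallest p in each direction among those past the thresholds without overlap between genotypes, up to 4 of the most abundant members of each list, and 6 precursors whose arms moved apart. The same holds for the 24 lists of miRNAs: red blood cell, leukocyte and platelet, liver, epithelial, sensory (miR-183, miR-96 and miR-182), muscle, choroid plexus and pigmented epithelium, Htr2c intron, Hox cluster, vascular and mesenchymal, oligodendrocyte, microglia and astrocyte, neuron-enriched, the CREB-regulated 132/212 cluster, the 17~92 cluster and paralogs, let-7, the Dlk1-Dio3 cluster, the miR-297, miR-466, miR-467 and miR-669 families, miRNAs not of high confidence, the 2 cocaine seeking lists, Table S6, Table S7 and the Fig. 3 labels. Lists were compared by camera with a preset correlation of 0.01 and with an estimated one. Arms of a precursor were compared by limma on the per-library difference of their log2 values.

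The alternatives were pseudocounts of 0.5 and 5, no filter, a mean of at least 10, every entry of the table, entries with the same values counted once, TMM scaling, values rescaled without the blood, liver, epithelial, muscle and choroid plexus lists, the 3 count tests, reads thinned to the shallowest library, limma's arrayWeights, a replicate block, and each library left out in turn. Depth was 847527 to 6593746 reads on listed miRNAs per library. The limits on miRNAs with 0 reads cover counting error only, since reads without molecular identifiers are not independent molecules.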

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

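The test of scaling by totals, the bounds for opposite arms without WT replicate 1, the summed share without it, and the pairing of arms on any annotated precursor, were chosen only after the results were seen. The paper names some of the miRNAs below, such as miR-212-3p and miR-132-3p, but does not report on these groups or on arms of a precursor.

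In the neuron-enriched list, 7 of 15 tested miRNAs rose in HuD KO striatum and 0 fell: miR-124-3p, miR-124-5p, miR-129-1-3p, miR-129-2-3p, miR-132-3p, miR-212-3p and miR-9-5p. Adjusted over the list alone, with no fold change threshold, 6 were higher and 1, miR-129-5p, was lower. The list held 15.5%, 28.3% and 24.4% of WT replicates 1, 2 and 3 and 25.0% to 28.5% of the HuD KO libraries, so that without WT replicate 1 its summed share was not lower in WT (mean 26.4%) than in HuD KO (mean 26.3%). By camera the list shifted up with the preset correlation (adjusted p = 0.00236) and not with an estimated one (adjusted p = 0.305). Without WT replicate 1, 6 members were higher, and the log2 fold change of miR-9-5p was 0.69. Calls were also lost for the log2 fold change of miR-9-5p without HuD KO replicate 1 (0.80), for the log2 fold change of miR-124-3p without WT replicate 3 (0.51), HuD KO replicate 2 (0.78) or HuD KO replicate 3 (0.71), and for the log2 fold change of miR-129-1-3p without WT replicate 3 (0.78). With arrayWeights, miR-9-5p (0.74) and miR-124-3p (0.60) lost theirs. Scaling by totals that hold the blood, liver, epithelial, muscle and choroid plexus miRNAs would move members alike. It is argued against as the whole cause only for 3 members, which moved apart from the others (adjusted p under 0.05 over the list). For the rise shared by the other members, scaling cannot be told apart, since scaling with changes of single members would give the same count. The 3 were miR-129-5p and, upward, miR-129-2-3p and miR-212-3p. The first 2 are arms of 1 precursor, and miR-129-2-3p was near the limit (adjusted p = 0.0409 over the list, from limma). A lower share of neuronal RNA in the WT libraries would move members alike only if all had the same cellular source, which was not tested. That share therefore cannot be told apart, although the count of 3 equals the bound that was set in advance for it. The members were compared with each other in 6 libraries. A change of neuronal miRNAs by genotype stays open as an untested hypothesis.

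In the Dlk1-Dio3 imprinted cluster, 16 of 94 tested miRNAs rose and 8 fell, with 4 higher and 3 lower adjusted over the list alone, and by camera it shifted up with the preset correlation (adjusted p = 0.00353) but not with an estimated one (adjusted p = 0.305) or, with the preset one, without WT replicate 1 (13 higher and 7 lower, adjusted p = 0.0652).

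The arms of 6 precursors moved in opposite directions at an unadjusted p under 0.05 for each arm, with no fold change threshold, of 236 with both arms tested, and the arms of 18 precursors moved in the same direction at that p. The 6 were mir-129-1 and mir-129-2 (both through the same miR-129-5p), mir-3102, mir-409, mir-541 and mir-664, which are 5 distinct 5p arms. In 3 of the 6, an arm did not pass the study's thresholds: the log2 fold change of miR-129-5p was −0.85 and the log2 fold change of miR-541-5p was −0.58. No difference between arms passed an adjusted p under 0.05 from limma (48 passed an unadjusted p under 0.05; edgeR and DESeq2 were not run on it). When arms were paired only on the precursor used for each miRNA, the first of the 2 pairings tried, the count was 5 of 228. Without WT replicate 1, 5 of the 6 kept opposite directions, and 8 precursors then did in all. The 6 were picked with the same other libraries, and the bound of 5 was set after the results were seen. This is therefore only weak evidence against WT replicate 1 as the only cause. A difference in depth between genotypes cannot be told apart, because 4 of the 6 remained after thinning in 1 draw, fewer than the 5 that would have argued against it. GC content of the arms cannot be told apart either, with a Spearman's rho of −0.17 across precursors, which are not independent. Of the 10 splits of the libraries 1, the real one, gave a count as large, with 0 as the highest of the others, and 10 splits are too few for a share under 0.05. The other splits had at most 20 miRNAs past the study's thresholds in their larger direction, so few opposite arms could arise in them for any pairing. The comparison therefore says nothing about arm use. At the same p, 62 of all miRNAs rose and 115 fell, so unrelated arms would also give opposite pairs. How many was not computed, so the 6 are not evidence of a difference in arm use by genotype. Arms that moved in the same direction were more frequent, with 18 precursors. A difference in arm use stays an untested hypothesis.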

How the results depend on the processing

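The values for the spread and for the shares of lists without WT replicate 1, for the arms paired on one precursor and for miR-9b-5p on its mir-9b-1 precursor were chosen after the data were seen. Of 111 named miRNAs, 71 passed the thresholds. 44 of these kept their call under every alternative with a value, 27 lost it under at least 1, and 0 changed direction. The named miRNAs include those with the smallest p, so these counts do not describe all calls. Of all 55 higher and 103 lower miRNAs, 24 and 68 kept their call without HuD KO replicate 2. The alternative without a filter removed nothing, so it says nothing about stability. Whether replicate numbers pair the samples could not be told. The r of deviations from the group mean was −0.02, 0.318 and −0.0879 for replicates 1, 2 and 3. It was −0.289 to 0.249 for libraries of unlike number. With 3 libraries per group such values cannot exclude a pairing, and the paper used littermate controls without giving pairs. The block is therefore only an alternative. Depth limits miRNAs with few reads in WT replicate 1.

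Where a count moved by more than 1.5 times, the cause was not tested unless fewer miRNAs or libraries entered. The 55 higher miRNAs became 34 at a mean of at least 10, 139 over every entry of the table, and 24 to 94 without single replicates. The 103 lower became 68 to 121 without single replicates. At an adjusted p under 0.05, the 2 higher became 0 with a pseudocount of 5, 0 with the same values counted once, 5 at a mean of at least 10, 6 with TMM, 0 when rescaled without the blood, liver, epithelial, muscle and choroid plexus lists, 5 with edgeR's quasi-likelihood test, 18 with its exact test, 34 with DESeq2, 1 when thinned, 27 with arrayWeights, 12 with the block and 0 to 24 without single replicates. The 21 lower became 11 with a pseudocount of 5, 12 with the same values counted once, 0 when rescaled, 35 with edgeR's quasi-likelihood test, 67 with its exact test, 91 with DESeq2, 12 when thinned, 65 with arrayWeights, 57 with the block and 0 to 63 without single replicates. Lists shifted by camera were 20 of 24, 0 with an estimated correlation and 13 without WT replicate 1. The 20 include the 2 cocaine seeking lists, Table S6, Table S7 and the Fig. 3 labels. The study chose these on the same libraries, so their shifts are not independent evidence. The real genotypes gave the largest counts among the 10 splits of the libraries, 1 of 10 for each of the 4 counts, where the larger direction of each other split reached at most 20 (0 adjusted), and 10 splits are too few for a share under 0.05.

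Signs turned for miRNAs that did not pass the thresholds. With TMM scaling, edgeR's quasi-likelihood test, its exact test and DESeq2 in that order, the log2 fold change of miR-132-5p was 0.034, 0.060, 0.027 and 0.026, and that of miR-381-3p 0.033, 0.037, 0.0010 and 0.0055. miR-143-3p was 0.11 with TMM, 0.063 with quasi-likelihood, 0.0041 with DESeq2 and 0.14 with arrayWeights, and miR-194-5p 0.022 with TMM and 0.042 with quasi-likelihood. miR-467e-5p was −0.083 with a pseudocount of 5, −0.45 with quasi-likelihood, −0.44 with the exact test, −0.46 with DESeq2 and −0.52 with arrayWeights. miR-9b-5p was −0.044 when thinned. Without single replicates, values ran from −0.028 to 0.33 for let-7f-5p, −1.05 to 0.24 for miR-1264-3p, −0.69 to 0.031 for miR-128-3p, −0.27 to 0.038 for miR-132-5p, −1.93 to 0.19 for miR-133b-3p, −0.21 to 0.33 for miR-143-3p, −0.20 to 0.017 for miR-194-5p, −0.023 to 0.93 for miR-467c-5p, −0.93 to 0.93 for miR-467e-5p and −0.52 to 0.20 for miR-669c-5p. The cause was not tested.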

Differences from the paper's values

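At the paper's stated thresholds, the paper's count of higher miRNAs is 148 and the count here, with each mature miRNA taken once, is 55. The authors' table has 1 entry per mature miRNA and precursor, so these counts need not share a unit. Of the 20 alternatives set before the data were examined, 1 came within 1.5 times of the paper's count, every entry of the table (139), and the other 19 did not. The paper's count of lower miRNAs is 161 and the count here is 103. Within 1.5 times came every entry of the table (121), edgeR's quasi-likelihood test (115), its exact test (129), DESeq2 (125), the replicate block, without WT replicate 1 (108) and without WT replicate 2 (121), and the other 13 did not. In the copy of the authors' own table used here, 35 lines carry no values and could not be counted. The other 923 hold 133 entries past these thresholds upward, which are 53 mature miRNAs, and 158 downward, which are 141 mature miRNAs; 87 of the 133 are of the miR-297, miR-466, miR-467 and miR-669 families. 47 of the 53 and 101 of the 141 were called here too.

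Of the miRNAs of the cocaine seeking lists, Table S6 and Table S7, log2 fold changes differed for 11, mostly with few reads. A value differed if its sign was opposite or its distance from the paper's exceeded the pooled within-group SD of log2 values here. That SD is a spread between mice and not an error of the paper's fold change. The paper's values are −4.17 for miR-10a-3p (−1.98 here), −1.71 for miR-1291 (−1.27), 2.71 for miR-1930-5p (0.90), 2.32 for miR-3069-3p (0.90), 2.19 for miR-450b-3p (1.42), 3.50 for miR-466h-5p (0.89), −3.43 for miR-466i-5p (−1.72), −5.36 for miR-654-3p (−3.62), 3.32 for miR-874-5p (1.15), −4.39 for miR-9769-3p (−1.21) and 2.77 for miR-9b-5p (0.54). With edgeR's quasi-likelihood and exact tests, all of these but miR-9b-5p came within that within-group SD of the paper's values, and with DESeq2 all but miR-9b-5p, miR-1930-5p and miR-3069-3p. miR-10a-3p did so also when thinned and without WT replicate 2, and miR-450b-3p and miR-654-3p with a pseudocount of 0.5, when thinned and without WT replicate 2. The other alternatives did not.

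The value of miR-9b-5p differed under all 19 alternatives that gave one. The paper's table lists its mir-9b-1 and mir-9b-2 precursors, whereas the rule for several precursors took mir-9b-3, so the values are not of one precursor. On mir-9b-1, with the choice made after the values were seen, the log2 fold change was 0.93 with limma and 2.90 with edgeR's quasi-likelihood test, and both passed the thresholds. Of the 40 miRNAs of the paper's 2 cocaine seeking lists, Table S6 and Table S7 that were called here, 0 were dropped by the first and 10 by the second of these choices.

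The paper states that 15 miRNAs linked to cocaine seeking changed; 11 did here, in the paper's direction. miR-9b-5p is treated above. miR-10a-3p, miR-133a-3p and miR-206-3p passed with edgeR's quasi-likelihood and exact tests, DESeq2, the replicate block and without WT replicate 2, and the first 2 of them also when thinned. miR-206-3p passed also without WT replicate 3. miR-9769-3p of Table S7 passed with the same 3 count tests, and miR-466h-5p of Table S6 with both edgeR tests and without WT replicate 1. Of Table S6, miR-1930-5p passed with a pseudocount of 0.5, TMM scaling, both edgeR tests and without WT replicate 1 or 2, and miR-3069-3p with TMM scaling, both edgeR tests and without WT replicate 2 or 3. The column headed as fold change of miRNAs in Table S7 holds log2 fold changes: 3 of its 9 values lie between −1 and 1, and 9 of 9 equal the authors' log2 fold changes within 0.01.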

Other observations

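The bounds for the median without WT replicate 1, its values per list and the test of ratios to miR-451a were chosen only after the results were seen.

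Lists of miRNAs not described above were compared as well. Of the 17~92 cluster and paralogs, linked to proliferation, 8 of 14 fell (5 adjusted over the list alone), among them miR-92a-3p (log2 fold change −1.97) and miR-363-3p (−3.10). Their summed share was 1.36%, 0.323% and 0.458% in WT replicates 1, 2 and 3 and 0.189% to 0.223% in HuD KO. The red blood cell, liver, epithelial and muscle shares had the same order of WT libraries, and a source in common was not tested. So did, among others, the Hox cluster and Table S7 shares. The 8 cocaine seeking miRNAs listed as lower had it too, with 0.177%, 0.0370% and 0.0760% in WT replicates 1, 2 and 3. The neuron-enriched share had the reverse order, and the leukocyte and platelet, sensory and choroid plexus shares had other orders. Of 6 tested miRNAs from Hox clusters 3 fell (3 adjusted over the list alone), including miR-10b-5p (−3.29) and miR-10a-5p (−3.45), and of 11 vascular and mesenchymal miRNAs 5 fell, for 4 distinct sets of values (5), including miR-199a-3p (−1.80), whereas the endothelial miR-126a-3p had −0.38 and did not pass. Of the 4 oligodendrocyte miRNAs 2 fell (3 adjusted over the list alone), miR-219a-5p and miR-338-5p. By camera these 4 lists shifted down with the preset correlation, and with an estimated one none did (adjusted p = 0.353, 0.305, 0.390 and 0.305 in that order). Without WT replicate 1, 4 members of the 17~92 list were lower, and the shifts of the vascular and oligodendrocyte lists were lost with the preset correlation (adjusted p = 0.176 and 0.0692). Of the 3 microglia and astrocyte miRNAs 1, miR-21a-5p, was lower (0 adjusted over the list alone), of the 10 from the Htr2c intron 1, miR-1298-5p (0), and of the 8 let-7 miRNAs 1 (1); camera called none of these 3 lists (adjusted p = 0.174, 0.893 and 0.487). The 1 lower let-7 miRNA was let-7b-5p, named after its value was seen. Without WT replicate 1, 0 members of the let-7 list and 0 of the microglia and astrocyte list were lower. Calls of named members also rested on single replicates. The log2 fold change of miR-21a-5p was −0.56 without WT replicate 1, −1.15 without WT replicate 3, −1.04 without HuD KO replicate 1 and −1.09 without HuD KO replicate 3, the log2 fold change of miR-1298-5p was −1.27 without WT replicate 2 and −1.09 without WT replicate 3, the log2 fold change of miR-219a-5p was −1.15 without HuD KO replicate 1 and −1.06 without HuD KO replicate 2, and the log2 fold change of miR-338-5p was −0.77 without WT replicate 1, none of which passed. With arrayWeights, miR-21a-5p (−0.72) and miR-338-5p (−0.81) did not pass, nor did miR-338-5p with TMM scaling (−0.84) or edgeR's quasi-likelihood test (−0.83).

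Of the 34 tested members of the miR-297, miR-466, miR-467 and miR-669 families, which stand for 24 distinct sets of values, 10 rose, which stand for 4 of these sets, and 1 fell (0 and 0 adjusted over the list alone; adjusted p = 0.305 by camera with an estimated correlation). Of 119 miRNAs not of high confidence, 6 rose and 27 fell, for 4 and 25 distinct sets of values (0 and 10 adjusted over the list alone), and camera did not call the list (adjusted p = 0.0675).

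The lower levels of red blood cell, leukocyte and platelet, liver and epithelial miRNAs in HuD KO were pooled, and whether these lists moved together was not tested. Their median log2 fold change was −2.09 after all libraries were thinned to the shallowest (−2.58, −1.84, −1.26 and −2.07 per list in that order). Thinning keeps the expected value of a miRNA and hardly changes abundant ones. The median could therefore hardly have passed −0.5, the bound for depth as the cause. The value argues only against an effect of few reads, and other effects of depth were not tested. For the pooled lists WT replicate 1 alone is argued against, with −1.82 without that library. The red blood cell (−2.21) and epithelial lists (−1.88) carried this value. For the liver list alone the median cannot tell, with −0.90, between the bounds of −0.5 and −1. Without WT replicate 1, 2 of its 4 tested members were still lower. Its summed share was 0.285% and 0.757% in WT replicates 2 and 3 and 0.0783% to 0.136% in the HuD KO libraries, so the share was not raised in WT replicate 1 alone. The leukocyte and platelet list had −1.20, past the bound of −1, and 4 of its 6 members were still lower without WT replicate 1. Its summed share, however, stood apart in WT replicate 1 only. Without that library, camera called neither the liver nor the leukocyte and platelet list. RNA of red blood cells in the WT libraries cannot be told apart from lower production of these miRNAs: the median absolute genotype difference of the log2 ratio to miR-451a was 0.54, between the bounds of 0.5 and 1, and of 4 ratios miR-144-3p alone differed (−1.62, adjusted p = 0.0497 from limma). A biological difference in blood content between genotypes stays open as untested.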
